A study of Mus musculus with 24 samples. Its data were reported in "Transfer RNA acetylation regulates in vivo mammalian stress signaling" (2025).

How the data were processed

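The study sequenced RNA from cerebellum, liver and testes of Thumpd1 knockout (KO) and wild-type (WT) C57BL/6N mice, 4 libraries per genotype and tissue. Libraries were made with a stranded total RNA kit after removal of ribosomal RNA and read as paired ends. The deposited table holds expected counts per gene, which the authors made with STAR and RSEM on mm10 with the GENCODE M21 annotation. The versions of STAR and RSEM, and the strand used in counting, were not found in the methods text. The study's supplementary list of software was not available here. Genes whose exons overlap a gene on the other strand are thus treated as uncertain. Among the list members named below, these are Atf5, Aars, Cars, Ccnd1, Bcat1, Satb1 and App in cerebellum. In liver they are Slc6a9, Bcl3, Bhlhe40, Slc6a6 and Txnip, and in testes Tnfaip2, Ptpre, Tuba4a, Ank1 and Ppt1. The table covers 55450 genes and 24 libraries and is not normalized. Between 12.3% and 16.6% of the nonzero values of a library are not whole numbers, and 108 symbols occur more than once and were kept apart by identifier. Library groups came from the labels, and 0 columns were left unmatched. Total counts ranged from 16353797 to 37889615, and 3 counts of a library's total were taken as the upper limit that a count of 0 allows, which covers counting error only.

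Each tissue was fitted apart on its 8 libraries. Genes with at least 1 CPM (count-per-million) in at least 4 libraries were kept, quantile normalized with voom and compared between KO and WT with limma 3.58.1 in R 4.3.3. The Benjamini-Hochberg adjusted p threshold was 0.05. The methods text states the CPM limit but not the number of libraries, for which the group size was used. Differences of the KO effect between tissues were tested over all 24 libraries with TMM factors from edgeR 4.0.16, limma-voom and 3 contrasts, on the genes that passed the filter in all 3 tissues. Called genes shared by tissues were tested with Fisher's exact test over the genes tested in both.

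Genes are named by a rule set before the data were examined, as were the main tests, the gene lists and the first set of alternatives. The rule takes Thumpd1, Nat10, Eif2ak4, Atf4, Ddit3 and Asns, then per tissue the 5 largest rises and 5 largest falls among called genes with a mean of at least 1 log2 CPM and no overlap between WT and KO libraries, without predicted genes and pseudogenes. It then takes up to 5 members of each study list that pass when adjusted over the list alone. This gave 97 pairs of a gene and a tissue. Genes named outside the rule are said to be so, and a few genes that the rule picks are not reported here.

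Gene lists were tested with fgsea 1.28.0 on the moderated statistic of the fit, with random seed 1 and lists of at least 3 tested genes. The 4 study lists (integrated stress response or ISR, NFKB, MTORC1, APOPTOSIS) gave 12 tests adjusted together. They and 23 supporting lists were written from general knowledge. The supporting lists cover immediate early genes, p53 targets, ribosomal proteins, aminoacyl-tRNA synthetases, interferon response, macrophage and microglia, circadian clock, blood, cholesterol synthesis, growth hormone targets, male-biased and female-biased liver genes, spermatogonia, spermatocytes, round and elongating spermatids, Sertoli, Leydig, granule and Purkinje cells, oligodendrocytes, astrocytes and choroid plexus. They gave 38 tests adjusted together, and blood in testes was not run because fewer than 3 of its genes were tested. Faslg, Cyr61 and Mars1 are not in the annotation under those symbols. Lists of forebrain, midbrain and hindbrain markers were added after the genes called in cerebellum had been seen.

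The alternatives were edgeR and DESeq2 1.42.0 on rounded counts, limma-voom with TMM, no filter or a weaker filter, sample quality weights, one fit over all 24 libraries, each library left out in turn, camera with a correlation of 0.01, fry, ranking by log2 change and reduced lists. A count was called the same when within 1.5 times the main count. Covariates for Ttr, for midbrain markers and for noncoding RNA, the summing of neighbouring libraries and the list medians under 5 scalings were chosen after seeing the data. Results of fits across genes were compared with all 35 splits of the 8 libraries of a tissue, or with 100 draws of splits where all 3 tissues were involved. A draw was free to hold the real split in a tissue. For genes shared by tissues, a draw took as many genes with the lowest p as were called, a test added after seeing the data.

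The steps were tested on simulated data with 200 changed genes per tissue at a log2 change of 1 in either direction. The fits recovered 97.5% of them in cerebellum, 94% in liver and 99% in testes, and 3.47%, 7.84% and 6.16% of the calls were false. The tests of differences between tissues recovered 90.7% to 94.3%, with 3.89% to 12.3% of calls false, above the nominal rate in 2 of 3 contrasts and in 2 of 3 tissue fits. The simulated genes were drawn independently and without a batch. Real called genes changed less, by a median absolute log2 change of 0.26 in cerebellum, 0.47 in liver and 0.39 in testes. The recovered and false shares thus do not carry over to the real libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.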

Results

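RNA was sequenced from the cerebellum, liver and testes of wild-type (WT) mice and of mice in which both copies of Thumpd1 had been disrupted by genome editing (KO). Thumpd1 encodes a tRNA-binding protein that brings the acetyltransferase Nat10 to serine and leucine tRNAs, where the modified base N4-acetylcytidine is made. The series held 24 libraries in 6 groups of 4, with WT libraries numbered 1 to 4 and KO libraries 5 to 8 in each tissue. The question was how the loss of this tRNA modification changes gene expression in each tissue, and whether a stress response can be seen in the transcripts. Each value started from an expected count per gene, and depth set its precision. Total counts lay between 16353797 and 37889615 per library. In liver they ran from 26992675 to 32251737 in WT and from 18145725 to 37889615 in KO. In cerebellum they ran from 18365028 to 24728845 in WT and from 16353797 to 19572030 in KO, and in testes from 29913402 to 32220670 and from 27273231 to 36621604.

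A few abundant noncoding RNAs took part of this depth. Rn7s1, Rn7s2, Rn7sk, Gm26917, Gm42418 and Rpph1 together held 17.5% to 31.0% of the counts of a liver library, 6.07% to 7.41% in cerebellum and 4.56% to 5.83% in testes. The liver library of WT replicate 4 gave 9.33% of its counts to Gm42418 alone, against at most 1.16% in the other liver libraries. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to at least 56.7 CPM (counts-per-million) in every library, which is far above counting noise and marks each library as male. No pair of replicates was a near copy. Over the 36 pairs within groups, the chi-square per gene ran from 2.31 to 346, where counting noise alone gives about 1.

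The targeted gene was examined first. Thumpd1 (ENSMUSG00000030942.8) lies on the minus strand of chromosome 7 between positions 119715093 and 119720798 of the mm10 build. Its protein-coding transcript has 4 exons, and the edit was aimed at exon 1 (119720511 to 119720798) and exon 4 (119715093 to 119717069). Exon 4 holds the last 395 bp of coding sequence and a 3′ untranslated region of 1582 bp. In cerebellum Thumpd1 stood at 22.4 ± 1.06 CPM in WT (SD, n = 4) and at 0 to 2 counts in each KO library, at or under the 3 counts that an absence allows, which makes it at least 135-fold lower. In liver it stood at 9.74 ± 0.401 CPM in WT and 0.0567 ± 0.0436 CPM in KO (SD, n = 4), with 0 to 4 counts per KO library. Testes kept a low residue. WT libraries held 25.2 ± 0.842 CPM and KO libraries 0.955 ± 0.201 CPM (SD, n = 4), from 23 to 41 counts each, or 3.79% of the WT level. The limma-voom change was -7.47 ± 0.42 (SE) on the log2 scale in liver and -4.81 ± 0.149 (SE) in testes. Every library thus matched its genotype label. The table sums reads over the whole gene, so the part of the gene that the residual testes reads cover was not analysed here. Under the alternatives the log2 change moved most in testes, to -7.93 when all 24 libraries were normalized to one distribution.

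**Figure D1:**
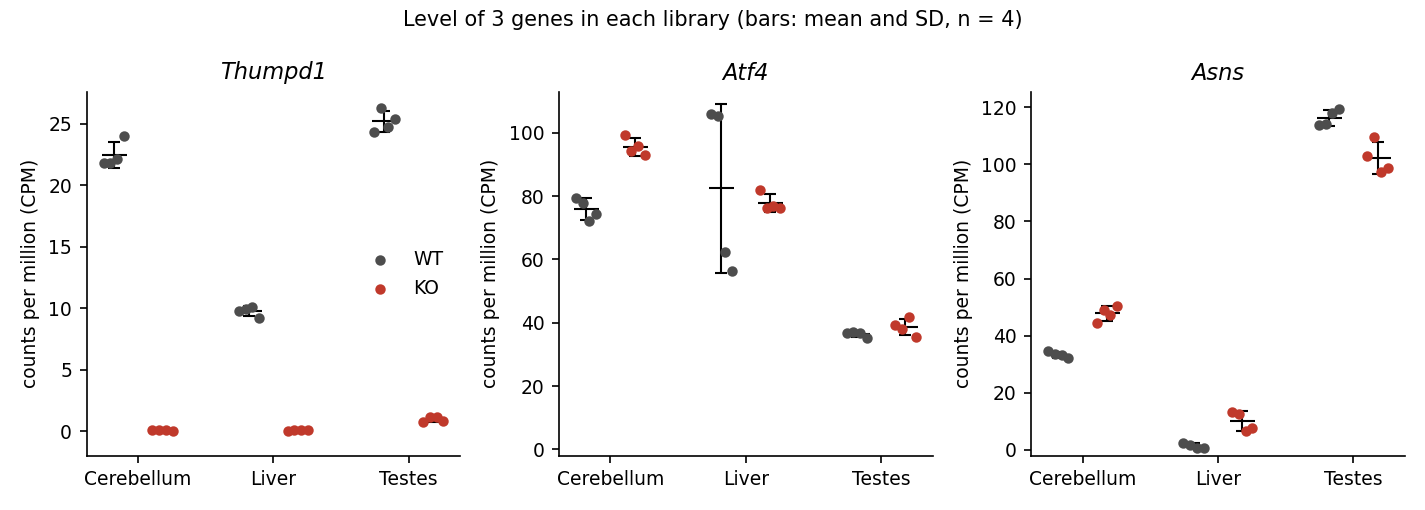
Level of Thumpd1, Atf4 and Asns in CPM (y axis, linear) in each of the 24 libraries, by tissue and genotype; points are libraries, and bars give the mean and SD of 4 libraries. Thumpd1 fell to 0.955 CPM or lower on average in KO, all 4 KO libraries lay above all WT libraries for Atf4 in cerebellum and 3 of 4 did in testes, where the limma change did not pass, and Asns rose in cerebellum and liver but fell in testes.

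Genes were then compared between KO and WT within each tissue. In cerebellum 16225 genes passed the filter and 1045 had a limma adjusted p under 0.05, of which 638 were higher and 407 lower in KO. In liver 12816 genes were tested and 757 passed, 357 higher and 400 lower. Testes gave 3957 of 19329 genes, 1882 higher and 2075 lower. Most of these changes were small. The median absolute log2 change of the called genes was 0.26 in cerebellum, 0.47 in liver and 0.39 in testes, and 71, 102 and 78 genes changed by 1 or more on the log2 scale. Of the 71 in cerebellum, 69 were higher in KO. The WT and KO libraries did not overlap in log2 CPM for 13.8% of the genes tested in cerebellum, 12.7% in liver and 28.6% in testes, where chance gives 2.86%. At an unadjusted limma p under 0.05 the counts were 3929, 2981 and 7145. The counts depended on the fit. They moved most when libraries with neighbouring numbers were summed, an alternative chosen after seeing the data that leaves 2 samples per group, which called 48 genes in cerebellum, 10 in liver and 1 in testes. Among the alternatives chosen earlier, a fit of all 24 libraries after normalization to one distribution moved a count most and called 3061 genes in liver and 551 in cerebellum. Single libraries mattered as well. The cerebellum count ran from 417 without WT replicate 1 to 2317 without KO replicate 6, the liver count from 284 without WT replicate 1 to 795 without WT replicate 4, and the testes count from 1711 without WT replicate 3 to 4913 without KO replicate 5.

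**Figure D2:**
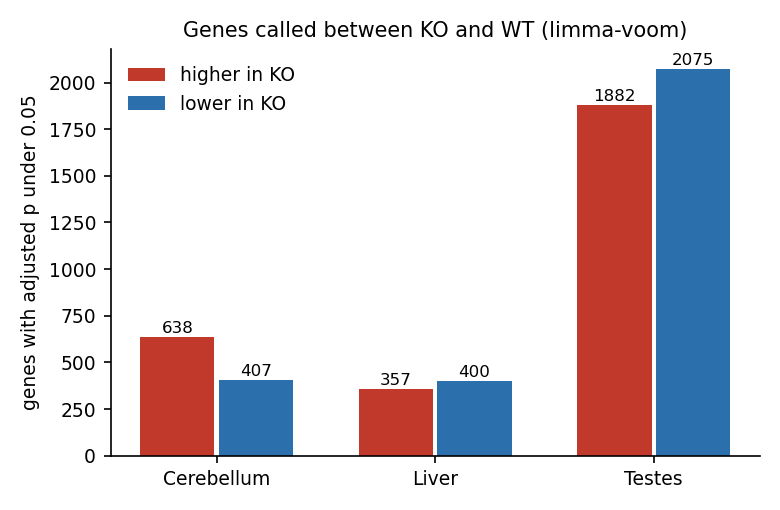
Number of genes (y axis) with a limma-voom adjusted p under 0.05 between KO and WT in each tissue (x axis), split by direction. In cerebellum 638 of the 1045 called genes were higher in KO, while liver and testes had slightly more lower than higher genes, 400 against 357 and 2075 against 1882.

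By the rule for named genes, the largest rises in cerebellum were Nrgn, Ndst4, Kcnh5, Baiap3 and Enc1. Nrgn (chromosome 9, 37544492 to 37552904) went from 2.04 ± 0.448 CPM in WT to 23.6 ± 9.53 CPM in KO (SD, n = 4), a log2 change of 3.42 ± 0.433 (SE, adjusted p 0.000951). Enc1 (chromosome 13, 97241105 to 97253034) went from 7.05 ± 0.969 to 24.1 ± 4.63 CPM (log2 change 1.71, adjusted p 8.59e-05). Ndst4, Kcnh5 and Baiap3 rose by 2.08, 1.87 and 1.81 on the log2 scale, and Baiap3 is uncertain because Tsr3 overlaps it on the other strand. Transcripts typical of midbrain were also higher in the KO cerebellum libraries. A set of 13 such genes that WT cerebellum held at under 1 CPM each summed to 2.2 ± 0.271 CPM in WT and 13 ± 5.47 CPM in KO (SD, n = 4). Of the full list of 21 such genes, 11 were tested in cerebellum, and 5 were called higher and 1 lower. The largest falls were the small nuclear RNA Rnu2-10 (log2 change -1.37), the Y-linked Eif2s3y (-0.88), Dnah2 (-0.77), Fbxl22 (-0.73) and Sspo (-0.63), each with all 4 KO libraries below all WT libraries. Dnah2 and Fbxl22 overlap genes on the other strand.

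In liver the largest rises were Cyp2b9, Asns, Igfbp1, Srrm4 and Hamp2. Igfbp1 (chromosome 11, 7197782 to 7202546) went from 26.1 ± 5.16 to 106.8 ± 36.3 CPM (SD, n = 4; log2 change 2.03 ± 0.224, adjusted p 0.000975). Hamp2 rose by 1.69 and Srrm4 by 1.84, and Cyp2b9 rose by 3.02 with a wide spread in KO, 17.1 ± 12.5 CPM. The largest falls were Cyp2c40 (-3.71), Dbp (-2.77), Srgap3 (-2.24), Cyp26b1 (-2.10) and Dpy19l3 (-1.89). Dbp, a clock output gene on chromosome 7 (45705088 to 45710203), went from 8.7 ± 1.71 to 1.48 ± 0.494 CPM (SD, n = 4; adjusted p 0.001), and Sphk2 overlaps it on the other strand. Cyp26b1 held an adjusted p of 0.0307 with limma but 0.126 with edgeR and 0.196 with DESeq2. Cyp2b9, Cyp2c40 and Hamp2 have close paralogs that can share reads, and Hamp2, Srrm4 and Srgap3 overlap antisense genes, so these are uncertain.

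In testes Cnga3, Cyp21a1, Padi2, Col11a1 and Lrrn1 rose most by the same rule. Cnga3 (chromosome 1, 37214434 to 37263384) went from 0.974 ± 0.121 to 4.09 ± 0.375 CPM (SD, n = 4; log2 change 1.95 ± 0.141, adjusted p 8.66e-05). The others rose by 1.93, 1.34, 1.32 and 1.25 in that order. Cyp21a1 has a close pseudogene copy and overlaps Tnxa, and Padi2 overlaps an antisense gene, so both are uncertain. After Thumpd1 itself, the largest falls were Rundc3a (-1.26, from 39.7 ± 2.52 to 17.8 ± 1.71 CPM; SD, n = 4), Slc22a12 (-1.15), Slc38a1 (-1.14) and Chst2 (-1.13). Slc22a12 overlaps Nrxn2 on the other strand.

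Atf4, the transcription factor of the integrated stress response (ISR), addressed whether that response was on. In cerebellum Atf4 (ENSMUSG00000042406.8, chromosome 15, 80255184 to 80257541) rose from 75.9 ± 3.35 to 95.6 ± 2.83 CPM (SD, n = 4), a log2 change of 0.33 ± 0.0427 (SE, adjusted p 0.00105), with 4 of 4 KO libraries above all WT libraries. The change stayed between 0.31 and 0.35 in the 8 fits that each left out one library, but its adjusted p was 0.11 in the fit over all 24 libraries. With the midbrain transcripts as a covariate the change was 0.30 (adjusted p 0.0557), and with their log2 sum it was 0.23 (0.452). In liver Atf4 changed by 0.02 ± 0.157 (SE, adjusted p 0.965), less than the spread between replicates. The WT livers were widely spread there, at 106, 105, 62.4 and 56.3 CPM, and the change reversed with edgeR, DESeq2, TMM normalization and sample weights. In testes it changed by 0.01 ± 0.0595 (SE, adjusted p 0.877). The difference of the Atf4 effect between tissues was tested directly and did not pass, with adjusted p of 0.181 for cerebellum against liver and 0.141 for testes against cerebellum.

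Asns, an Atf4 target, behaved differently in each tissue. It rose from 33.4 ± 1.05 to 47.8 ± 2.63 CPM in cerebellum (SD, n = 4; log2 change 0.50, adjusted p 0.000306) and from 1.46 ± 0.854 to 10.1 ± 3.42 CPM in liver (log2 change 2.72, adjusted p 0.00628). In testes it fell from 116 ± 2.77 to 102 ± 5.61 CPM (log2 change -0.20, adjusted p 0.0265). In all 3 tissues the 4 KO libraries lay outside the WT range. Ddit3 changed by 0.46 in cerebellum (adjusted p 0.0222), 0.34 in liver (0.269) and -0.20 in testes (0.0999), and it is uncertain because Mars and a second Ddit3 entry overlap it. Neither Nat10 nor the kinase gene Eif2ak4 passed in any tissue. The Nat10 changes were 0.14, -0.08 and 0.06 in cerebellum, liver and testes (adjusted p 0.113, 0.559 and 0.448), and those of Eif2ak4 were 0.00, 0.03 and 0.21 (0.976, 0.904 and 0.161).

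The pathways named by the study were tested with 4 gene lists in each tissue. These lists were written from general knowledge of the pathways and are not the lists the study used. The ISR list (42 genes tested) rose in cerebellum with an fgsea normalized enrichment score (NES) of 2.95 and an adjusted p of 2.53e-16. Its median log2 change was 0.25, and 24 of its genes were called higher and 0 lower. Adjusted over the list alone, 32 were higher and 2 lower. The median stayed between 0.25 and 0.29 under 5 scalings of the counts. Atf5 (0.84), Aars (0.38), Asns, Cars (0.46) and Slc7a3 (2.37) led the list by p. Atf5, Aars and Cars overlap genes on the other strand and are uncertain. The per-library mean of the list was 0.35 ± 0.0206 above WT in KO (SD, n = 4), against a WT SD of 0.0331. The list did not pass in liver (NES -1.13, adjusted p 0.298) or in testes (NES 1.46, adjusted p 0.0699). In liver 2 members were called higher and 5 lower (adjusted over the list alone, 4 and 7), with Asns and Fgf21 up by 2.72 and 2.74 and Slc6a9, Xpot and Gpt2 down by -0.72, -0.26 and -0.34. In testes 2 were called in each direction (adjusted over the list alone, 2 higher and 1 lower), led by Slc7a1 (0.53), Iars (0.30) and Asns.

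The list of TNF and NF-kB response genes (NFKB) passed in all 3 tissues, with NES of 1.90 in cerebellum, 1.5 in liver and 1.90 in testes (adjusted p 4.01e-05, 0.0136 and 4.01e-05). Its median log2 change was 0.07, 0.05 and 0.16. In cerebellum 15 members were called higher and 0 lower, led by Egr3 (3.27), Ccnd1 (0.50), Fosb (2.70), Egr1 (0.49) and Vegfa (0.24). In liver 8 were called higher and 5 lower, led by Maff (1.34), Pde4b (-0.73), Bcl3 (-0.67), Btg1 (0.41) and Pnrc1 (0.39), and in testes 22 higher and 6 lower, led by Jag1 (-0.36), Birc3 (0.61), Tnfaip2 (-0.42), Ptpre (0.52) and Klf6 (0.51). Adjusted over the list alone, 17 higher and 2 lower members passed in cerebellum, 16 and 7 in liver, and 26 and 8 in testes. Without its 33 immediate early genes the list no longer passed in liver (adjusted p 0.33).

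The apoptosis list (APOPTOSIS) passed in cerebellum (NES 1.54, adjusted p 0.0126) and testes (NES 1.98, adjusted p 1.77e-05) and not in liver (NES -0.97, adjusted p 0.547). In testes 21 members were called higher and 4 lower (adjusted over the list alone, 24 and 5), led by Plcb2 (-0.65), Ank1 (-0.81), Bcl2l2 (0.47), Ppt1 (0.40) and Birc3. In cerebellum 7 were called higher and 2 lower (adjusted over the list alone, 10 and 2), among them Ccnd1, Rhob (0.26), Satb1 (0.20) and App (0.11), and in liver 4 higher and 2 lower (adjusted over the list alone, 6 and 5), with Gstm1 (-0.54), Gsn (-0.61), Casp6 (0.48), Hgf (0.62) and Txnip (0.33). The mTORC1 list (MTORC1) fell in liver (NES -1.5, adjusted p 0.0061), with a median log2 change of -0.06 and 3 members called higher and 9 lower (adjusted over the list alone, 3 and 11), among them Asns, Srd5a1 (-0.35), Bhlhe40 (-0.84) and Slc6a6 (-0.34). Without KO replicate 7 its adjusted p was 0.23. It did not pass in cerebellum (NES 1.26, adjusted p 0.0778), where Stard4 (-0.49), Slc1a4 (0.57), Mthfd2 (0.72) and Bcat1 (0.29) stood beside Asns, or in testes (NES 1.22, adjusted p 0.0923), where Slc37a4 (-0.76), Cxcr4 (0.82), Canx (0.29), Tuba4a (-0.40) and Hspa5 (0.28) led. In cerebellum 13 of its members were called higher and 7 lower (adjusted over the list alone, 13 and 9), and in testes 16 and 9 (adjusted over the list alone, 12 and 7). In all, 7 of the 12 tests passed. When the 8 libraries of a tissue were split in the 35 possible ways, only the ISR list in cerebellum had an NES that no other split reached. The set test moved this most: fry, which tests a list against its own replicate spread, passed 3 lists, ISR in cerebellum and NFKB in cerebellum and liver, while camera passed 5.

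**Figure D3:**
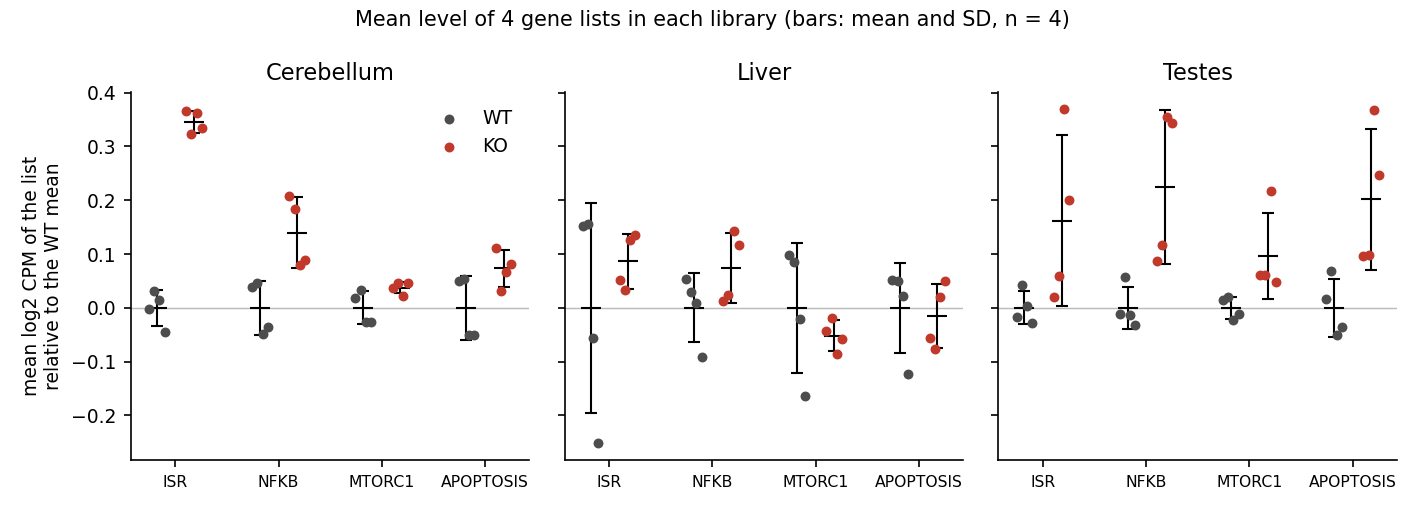
Mean log2 CPM of the genes of each list relative to the WT mean (y axis) in each library, for 4 lists (x axis) and 3 tissues; points are libraries, and bars give the mean and SD of 4 libraries. The 4 KO cerebellum libraries lay 0.32 to 0.36 above the WT mean for the ISR list, while in testes the rise of the NFKB, APOPTOSIS and ISR lists was largest in KO replicates 7 and 8.

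Supporting lists described cell types and other processes, and 14 of 38 tests passed. Ribosomal protein genes rose in cerebellum (NES 3.03, adjusted p 7.74e-22) and liver (NES 2.72, adjusted p 1.86e-12), by median log2 changes of 0.15 and 0.13, and not in testes (NES -1.16, adjusted p 0.288). The genes of aminoacyl-tRNA synthetases, several of which are also on the ISR list, rose in cerebellum (NES 2.38, adjusted p 8.2e-07) and not in liver (adjusted p 0.323) or testes (0.259). Immediate early genes rose in cerebellum (NES 1.95, adjusted p 0.00179) and liver (NES 1.82, adjusted p 0.0128) and not in testes (0.187). Clock genes fell in liver (NES -1.81, adjusted p 0.0143) and not in cerebellum (0.136) or testes (0.178). With camera the clock list did not pass in liver (adjusted p 0.0687). Macrophage genes rose in liver (NES 1.81, adjusted p 0.0143), with adjusted p of 0.0556 in cerebellum and 0.428 in testes. In cerebellum the macrophage list passed with camera (adjusted p 0.049) and fry (0.029), though 6 of 35 splits gave an NES as large. Genes of cholesterol synthesis fell in liver (NES -1.83, adjusted p 0.0144).

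In testes Sertoli cell genes rose (NES 2.70, adjusted p 9.32e-09, 23 of 23 genes higher) while genes of round spermatids (NES -2.52, adjusted p 5.45e-07, 23 of 23 lower) and elongating spermatids (NES -2.22, adjusted p 8.16e-05, 20 of 20 lower) fell. Median log2 changes were 0.43, -0.24 and -0.17, and in each case all 4 KO libraries lay outside the WT range. Under 5 scalings the median ran from -0.28 to -0.24 for round and from -0.32 to -0.17 for elongating spermatids. Which of the spermatid lists fell more thus depends on the scaling. Of the 35 splits of the testes libraries, 5, 10 and 10 gave an NES as large for the Sertoli, round and elongating spermatid lists, the real one included. Leydig cell genes (adjusted p 0.808), spermatocyte genes (0.962) and spermatogonia genes (0.088) did not pass. In cerebellum granule cell genes fell by rank (NES -1.94, adjusted p 0.0078) with 0 genes called higher and 4 called lower, and the mean log2 level of the list lay below all WT libraries in 4 of 4 KO libraries. Of its 13 genes 7 were higher and 6 lower, with a median log2 change of 0.01 that was -0.04 with TMM normalization, and camera (adjusted p 0.116) and fry (0.156) pointed down without passing. Oligodendrocyte (NES 1.75, adjusted p 0.0144) and astrocyte genes (NES 1.64, adjusted p 0.0419) rose. Purkinje cell (0.118), choroid plexus (0.117) and blood genes (0.0648) did not pass there. The remaining lists did not pass either. Their adjusted p-values were 0.625, 0.185 and 0.415 for interferon response genes and 0.111, 0.328 and 0.449 for p53 targets in cerebellum, liver and testes. In liver they were 0.449 for growth hormone targets, 0.294 for male-biased genes, 0.374 for female-biased genes and 0.179 for blood genes. Of the 14 calls, 10 also held under fry, while those for immediate early, granule cell and oligodendrocyte genes in cerebellum and cholesterol synthesis in liver did not.

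Whether the effect of the KO differed between tissues was tested over the 11112 genes that passed the filter in all 3. The KO effect differed with a limma adjusted p under 0.05 for 852 genes between cerebellum and liver, 1763 between testes and liver and 1616 between testes and cerebellum. Quantile normalization over the 24 libraries gave 982 genes for testes and cerebellum. The ISR list rose more in cerebellum than in liver (NES of the difference 2.67, adjusted p 6.76e-09) and less in testes than in cerebellum (NES -2.34, adjusted p 2.59e-06), and both differences held under fry (adjusted p 1.3e-05 and 9.29e-05). The MTORC1 list differed between cerebellum and liver (NES 1.85, adjusted p 3.69e-05) and the APOPTOSIS list between testes and liver (NES 1.63, adjusted p 0.0062), and neither held under fry (0.172 and 0.085). Asns differed in each pair, by -2.25 between cerebellum and liver (adjusted p 0.000112), -3.08 between testes and liver (1.05e-06) and -0.83 between testes and cerebellum (0.00267).

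The called genes of the 3 tissues were compared to see how far the tissues changed alike. Cerebellum and liver shared 51 called genes where 33.6 were expected (Fisher's exact test, two-sided, p 0.00252), 23 of them in the same direction. Cerebellum and testes shared 219 (162.6 expected, Fisher's exact test p 1.09e-06), with 106 in the same direction. Liver and testes shared 124 (118.1 expected, Fisher's exact test p 0.528), of which 88, or 71.0%, went the same way (exact binomial test p 3.39e-06). These tests treat genes as independent. In 100 draws of splits of the libraries, with as many genes taken per tissue, 14, 5 and 52 shared as many for these pairs of tissues, and 28 were as uneven in direction for liver and testes, the real one included. Liver and testes shared more with edgeR, 172 genes with a Fisher's exact p of 0.0309. With limma-voom and TMM they shared 175 genes, with a Fisher's exact p of 0.0926. In all 3 tissues 15 genes were called where 6.16 were expected, and of these Thumpd1, Enc1, Zfp532 and Peg10 changed in one direction. These 4 were singled out after their values were seen. Outside Thumpd1, their log2 changes in cerebellum, liver and testes were 1.71, 0.51 and 0.37 for Enc1, 0.17, 0.54 and 0.60 for Zfp532 and 0.24, 1.02 and 0.76 for Peg10.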

Values the study reported

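The paper reports for Atf4 in the cerebellum of knockout mice a fold change of 1.25 with an adjusted P of 8.7e-04.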

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

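The tests in this part were chosen after the results were seen, except the tissue contrasts and the alternatives set beforehand. Those alternatives are fry, quantile normalization and the fits with a library left out. Among 316 groups of 4 libraries examined, 21 had a highest or lowest library whose gap to the nearest, divided by the range, passed Dixon's limit for 4 values. Chance flags about 1 group in 20, or 15.8 here, so most of the single flags need no cause.

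In liver, WT replicate 4 stood apart in several measures. Its Gm42418 share was 9.33% against at most 1.16% (ratio 0.962), and its log2 CPM of Srd5a1 (0.844) and Gstm1 (0.835) was the lowest. It also held 70 counts of Xist, a gene singled out after its values were seen, against at most 4 in the other liver libraries, while its Y-linked sum of 63.5 CPM was like theirs. A noncoding RNA that takes counts lowers other genes in CPM, so the varying share of 6 noncoding RNAs may be behind these flags. As the cause of the liver calls it is argued against: with that share as a covariate 2008 genes were called, among them 756 of the 757. What raised Gm42418 and Xist in this library stays open, and no biological explanation was tested. The other liver flags were the blood list in WT replicate 3 (0.874), and Atf4 (0.879) and Fgf21 (0.932) in KO replicate 5. Blood left in the tissue was not tested further.

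In cerebellum the ratios were 0.851 for Thumpd1 in WT replicate 4, 0.845 for Kcnh5 in WT replicate 2, 0.84 for Baiap3 in WT replicate 1, 0.848 for Enc1 in WT replicate 4, 0.959 for Sspo in WT replicate 2 and 0.872 for Slc1a4 in KO replicate 8. In testes they were 0.835 for Padi2 in WT replicate 2, 0.908 for Col11a1 in WT replicate 3, 0.87 for Slc22a12 in WT replicate 4, 0.857 for Iars in WT replicate 1 and 0.958 for Cnga3 in KO replicate 8. No technical or biological explanation was tested for these.

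Testes KO replicate 7 was the highest library for Slc38a1 (0.936), the MTORC1 list (0.924) and the Leydig cell list (0.927), and it had the greatest depth of the testes libraries, 36621604 counts. Without it the adjusted p of the ISR list in testes was 0.328 and the testes count fell to 2545 genes. Relative to the WT mean, its mean log2 level of the Sertoli list (0.772) was the highest of the testes libraries. Its levels of the round (-0.367) and elongating spermatid lists (-0.454) were the lowest, while that of the spermatocyte list (0.074) was not extreme. A different mix of cells in this piece of tissue would give such levels but was not tested formally, and no biological explanation was tested.

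The KO effect differed between tissues for 852 genes (cerebellum and liver), 1763 (testes and liver) and 1616 (testes and cerebellum). Of 100 draws of splits, 1, 2 and 1 gave as many, the real one included. The other draw for testes and liver, with 2240 genes, held the real split in at least one of these tissues. The draws treat the libraries of a tissue as exchangeable. Libraries with neighbouring numbers were most alike in 5 of 6 groups, and only 3 splits of a tissue keep such pairs together, so a batch shared by pairs is not excluded by the draws. Quantile normalization moved the count for testes and cerebellum to 982, but gave 898 for cerebellum and liver and 1658 for testes and liver. The highest false share on simulated data was 12.3%, which need not hold for the real libraries. Tissue as a biological difference stays open and untested beyond the contrast itself.

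For the lists, the differences were 2.67 for ISR between cerebellum and liver, -2.34 for ISR between testes and cerebellum, 1.85 for MTORC1 between cerebellum and liver and 1.63 for APOPTOSIS between testes and liver, as NES. Only the ISR differences held under fry. Midbrain tissue in the KO cerebellum libraries could raise genes there alone, but the ISR list rose in cerebellum with midbrain markers as a covariate (adjusted p 1.01e-09), which argues against it as the whole cause.

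For single genes the differences in log2 change were -2.25 (cerebellum and liver), -3.08 (testes and liver) and -0.83 (testes and cerebellum) for Asns, -0.65 (testes and liver) and -0.72 (testes and cerebellum) for Ddit3, and 2.32 (testes and liver) for Thumpd1. For Thumpd1 the contrast of testes and cerebellum passed as well (3.46, adjusted p 1.27e-05), but all KO cerebellum libraries were at or under 3 counts, so its size depends on the fit. In liver Asns is low in WT, at 1.46 CPM, which makes a given rise larger on the log2 scale. The Thumpd1 difference reflects the testes residue of 3.79% of WT, and KO liver lies near the limit of 3 counts, so its size is not firm. Reads shared with the overlapping Mars or the second Ddit3 entry were not tested. A biological difference between tissues stays open.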

How the results depend on the processing

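The covariates, and the summing of neighbouring libraries, were alternatives chosen after seeing the data. Of 450 comparisons of the main results with an alternative, 373 kept their direction and side of the threshold, or stayed within 1.5 times for counts. Unless a cause is named, the cause was not tested.

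Without a filter, 628 genes were called in cerebellum and 492 in liver, where more genes are tested and adjusted for. Sample quality weights gave 1757, 1705 and 6107 genes in cerebellum, liver and testes, DESeq2 gave 1408 in liver, and one fit over 24 libraries gave 551 in cerebellum and 3061 in liver. Summing neighbouring libraries gave 48, 10 and 1, with fewer samples by construction. Covariates gave 1658 (Ttr), 582 (midbrain marker sum) and 91 (log2 of that sum) in cerebellum and 2008 (noncoding RNA) in liver. The counts ran from 417 to 2317 in cerebellum, from 284 to 795 in liver and from 1711 to 4913 in testes across the fits that each left out one library. The lowest came without WT replicate 1 in cerebellum and liver and without WT replicate 3 in testes, and the highest in cerebellum without KO replicate 6.

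Atf4 in cerebellum no longer passed over 24 libraries (log2 change 0.35), with neighbours summed (0.33), and with the midbrain sum (0.30) or its log2 (0.23) as a covariate. Its adjusted p ran from 7.41e-09 with DESeq2 to 0.452. In liver its change reversed with edgeR (-0.0567), DESeq2 (-0.0523), TMM (-0.0243) and weights (-0.17), and ran from -0.10 to 0.13 with one library left out. In testes it ran from -0.00734, without KO replicate 7, to 0.0486. The named gene Eif2ak4 in cerebellum reversed in some of these fits, from -0.0256 to 0.0335, and the named gene Eif2ak4 in liver did so too, from -0.0467 to 0.0743. These values lie around 0, so their sign carries no information.

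With camera, the adjusted p was 0.0414 for ISR in testes, now passing, and 0.109 for NFKB in liver, 0.076 for MTORC1 in liver and 0.0747 for APOPTOSIS in cerebellum. With fry, 3 lists passed, and NFKB in testes (0.201), MTORC1 in liver (0.239), APOPTOSIS in cerebellum (0.202) and APOPTOSIS in testes (0.194) did not. Ranked by log2 change, 4 passed: APOPTOSIS in cerebellum (0.16), NFKB in liver (0.141) and MTORC1 in liver (0.351) did not, and ISR in liver reversed (0.141). NFKB in liver without immediate early genes had 0.33, and the reduced MTORC1 list in testes passed (0.0447). With Ttr as a covariate MTORC1 passed in cerebellum (0.0393). With the midbrain sum NFKB in cerebellum had 0.0783, and with its log2 NFKB reversed (0.0117), MTORC1 reversed (0.492) and APOPTOSIS had 0.166. ISR in cerebellum passed under each of these.

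With one library left out, the adjusted p ran from 0.0082 to 0.189 for MTORC1 and from 0.00134 to 0.0689 for APOPTOSIS in cerebellum, the last without WT replicate 4. In liver it ran from 0.00565 to 0.0842 for NFKB and from 7.19e-05 to 0.23 for MTORC1, both lost without KO replicate 7, and from 0.345 to 0.772 for APOPTOSIS, which reversed without WT replicate 3 (0.443). In testes it ran from 0.0119 to 0.328 for ISR and from 0.00163 to 0.38 for MTORC1. ISR in cerebellum stayed at or under 8.89e-13.

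For tissue differences, quantile normalization gave 982 genes for testes and cerebellum, and those of cerebellum and liver ran from 548, without cerebellum KO replicate 7, to 1230. No clear pairing of the tissues by replicate number was seen: 24 correlations between libraries of one number ran from -0.183 to 0.266, and 6 were over 0.1. Low correlations between unlike tissues cannot exclude shared animals. The split of 1, 2, 7 and 8 against the others gave the next highest counts in all 3 tissues, so shared animals or batches stay open. The replicate block gave 1547 genes for cerebellum and liver.

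The spermatocyte list reversed with camera (0.646) and fry (0.729). For other tools on named genes, 3 of 182 comparisons were weaker, and of 708 with a library left out 54 were weaker, 1 stronger and 6 reversed. Of 76 for supporting lists, 6 were weaker, 4 stronger and 2 reversed. A sex term was not run, since each library was male. Thumpd1 has no value in cerebellum and liver without a WT library, because it then misses the filter.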

Other observations

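The tests in this part on the splits of gene lists, shared genes and tissue differences, and those on midbrain, choroid plexus, noncoding RNA, ribosomal proteins and neighbouring numbers, were chosen only after the results were seen. The tests on time of day, sex, genes near Thumpd1, immediate early genes and testes cell types were not.

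For the number of called genes, 1 of the 35 splits of the 8 libraries gave as many in cerebellum, in liver and in testes, which was the real one. The next highest counts were 7, 120 and 2 genes, each time for libraries 1, 2, 7 and 8 against 3, 4, 5 and 6. These splits keep libraries with neighbouring numbers together, as only 3 of the 35 do, the real one among them. Against splits of that kind alone no result here, the ISR list included, can reach a share under 1 in 3. The gene lists stand less firmly. Of 100 draws, 21 passed as many of the 12 study tests and 27 as many of the 38 supporting tests, the real one included. By NES, 1 of 35 splits was as large for ISR in cerebellum, 3 for NFKB and 10 for APOPTOSIS in cerebellum, 2 for NFKB and 15 for MTORC1 in liver, and 14 for NFKB and 16 for APOPTOSIS in testes. Genes of a list move together between libraries, and fgsea does not count that as noise. Apart from ISR in cerebellum, chance is thus not excluded at 1 in 20 for these study lists. Some of the other splits hold unequal numbers of WT and KO libraries on each side and keep part of a genotype effect. NES does not grow in step with an effect, so these shares cannot show that a list changed by chance. Of the supporting lists that passed, the count was 1 of 35 for clock genes in liver and 2 for immediate early genes in liver, and from 3 to 18 for the others, with 5 for Sertoli cells and 10 each for round and elongating spermatids. Other splits call almost no genes, so for genes shared by tissues each draw took as many genes with the lowest p as were called. Of 100 draws, 14 shared as many in cerebellum and liver, 5 in cerebellum and testes and 52 in liver and testes, the real one included, with medians of 39, 171 and 124 genes in the others. Directions were as uneven in 74, 98 and 28 draws. Chance is thus not excluded at 1 in 20 for the shared genes or for their directions.

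Libraries with neighbouring numbers were alike. In 5 of 6 groups the pairing of 1 with 2 and 3 with 4, or 5 with 6 and 7 with 8, had the smallest distances of the 3 possible pairings, where 2 groups are expected (exact binomial p 0.0178). Testes WT was the exception. A shared dissection, litter or preparation batch is a candidate explanation, which the labels do not name. If so, the 4 libraries of a group are fewer than 4 independent samples. Each pair falls within one genotype, so the pairs were summed in an alternative, which called 48, 10 and 1 genes in cerebellum, liver and testes. The split of 1, 2, 7 and 8 against 3, 4, 5 and 6 gave the next highest counts above. Ttr divides the cerebellum libraries in the same way. A batch of that kind would cross genotype, and no fit with it as an explicit block was run. In cerebellum the fit with Ttr as a covariate comes near such a block, and it called 1658 genes, all 1045 main calls among them. In liver the noncoding RNA share divided the libraries likewise. It was at most 19.03% in 1, 2, 7 and 8 and at least 23.11% in the others. With that share as a covariate 2008 genes were called, 756 of the 757 among them. These fits argue against such a batch as the source of the calls in cerebellum and liver, and testes had no such fit. The summing ignores such a batch, so the drop in calls alone cannot tell it from fewer independent samples.

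Midbrain markers were higher in KO cerebellum. Of 21 markers, 8 reached 1 CPM in WT cerebellum and were set aside, and 13 of 13 of the rest were higher in KO. Their sum was 2.38, 2.47, 2.07 and 1.89 CPM in WT and 17.1, 18.3, 8.12 and 8.42 CPM in KO (exact permutation test, two-sided p 0.0286, the smallest 4 against 4 can give). Among the 8 set aside, named here after their values were seen, Slc17a6 (10.7 to 26.7 CPM) and Th (5.85 to 8.20 CPM) were called higher, Tfap2b (57.9 to 50.2 CPM) was called lower, and Otx2, Gata2, En1, Barhl2 and Lef1 were not called, so the rise rests mostly on markers scarce in WT. Forebrain markers were higher for 8 of 10 (sum 1.23 and 3.12 CPM, exact permutation p 0.0286). Hindbrain markers were higher for 9 and lower for 8 (exact permutation p 0.4). No explanation was tested for the forebrain markers. Midbrain or collicular tissue in the KO cerebellum libraries may account for the rise of the midbrain markers, and an effect of genotype on these genes stays open. For the 5 largest rises, 4 were called with the marker sum as a covariate and 0 with its log2, so for these genes tissue and genotype cannot be told apart, because the covariate follows genotype. Of the 1045 calls, 238 stayed with the sum and 38 with its log2. The ISR list rose still (1.01e-09, and 2.65e-06 with the log2), which argues against such tissue as its whole cause. The NFKB list did not pass (0.0783), so its rise in cerebellum may come from the dissection. Immediate early genes alone are not its whole source, since it passed without them (0.0126).

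Choroid plexus varied strongly between cerebellum libraries. Ttr stood at 935 and 962 CPM in WT replicates 1 and 2, at 1.09 and 0.816 in 3 and 4, at 1.87 and 1.96 in KO replicates 5 and 6 and at 317 and 312 in 7 and 8. With Ttr as a covariate 1658 genes were called, which argues against carried-over choroid plexus as the cause of the cerebellum calls.

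In liver, 37.5% of the clock genes were called, 6 of 16, against 5.87% of other genes (Fisher's exact p 2e-04), and in cerebellum 22.2%, 4 of 18 (Fisher's exact p 0.0253). In testes it was 5.56%, 1 of 18, against 20.5% of other genes (Fisher's exact p 0.148). Across genes, 13 of 16 changed the same way in liver and cerebellum (exact sign test p 0.0213), and genes are not independent replicates. The correlation of their log2 changes was 0.57 for liver and cerebellum and 0.273 for liver and testes. For liver and cerebellum this is consistent with a difference in time of day at collection, for which testes gave no support, and a genotype effect on the clock or on feeding stays open. Sex of the animals is argued against, since the lowest liver sum of 4 Y-linked genes was 62.0 CPM.

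Genes within 5 Mb of Thumpd1 were called at 6.58% in cerebellum, 3.7% in liver and 21.9% in testes, against 6.43%, 5.91% and 20.5% elsewhere (Fisher's exact p 0.817, 0.77 and 0.705), which argues against a strain variant or local effect as a source of many calls.

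In testes, a lower share of germ cells would raise the markers of all somatic cells alike. The Sertoli score rose above the Leydig score by 0.50 in KO (exact permutation test, two-sided p 0.0286, the smallest possible), which argues against it as the whole cause of the rise of somatic transcripts. For the APOPTOSIS and NFKB lists themselves the gap to the Leydig score was 0.20 ± 0.19 and 0.23 ± 0.234 in KO (SD, n = 4), with 3 of 4 KO libraries above all WT libraries (exact permutation test, p 0.114 and 0.143). The Leydig score itself was uneven, at -0.124, -0.127 and -0.166 in KO replicates 5, 6 and 8 and 0.418 in KO replicate 7. These lists were thus not separated from the Leydig genes, and a part played by the mix of cells stays open for them, as does a change in Sertoli cells. The paper reports by histology that germ cells were lost or vacuolated in KO testes, with more TUNEL staining. A lower share of germ cells thus remains a candidate for part of these changes. By the splits of the libraries chance is not excluded for these lists or for the Sertoli list.

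Ribosomal protein genes lay above all of 10000 lists matched on length, GC content and level, at percentile 100 in cerebellum (median log2 change 0.15 against 0.03) and 100 in liver (0.13 against 0.02), which argues against short or abundant transcripts rising alike. The same held in testes, where the list did not rise, so the test shows a difference from matched genes. By NES 5 of 35 splits were as large in cerebellum and 4 in liver. Some of the 35 splits keep part of a genotype effect, so these shares neither exclude chance nor show it. All 4 KO libraries lay above all WT libraries in cerebellum (fry adjusted p 0.00944) and 2 of 4 in liver (fry adjusted p 0.0235).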
